A study of Mus musculus with 8 samples. Its data were reported in "Evaluating the mouse neural precursor line, SN4741, as a suitable proxy for midbrain dopaminergic neurons" (2023).

How the data were processed

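The data are single-cell RNA-seq of the mouse line SN4741 in 8 libraries, 4 at 37 °C and 4 at 39 °C, as given by the sample titles and the treatment field. Per the labels and the methods, trypsinized cells were captured in droplets with the Chromium 3' V3 kit. The authors aligned the reads to the mouse genome (mm10, the same assembly as GRCm38) with Cell Ranger 3.0.1 and deposited a matrix of UMI counts per gene and cell for each library, as whole numbers with no normalization. The deposited matrices hold 31053 genes and 1167 to 3557 cells each, with no cell under 502 UMIs. Gene positions come from the GENCODE M21 annotation of GRCm38, matched on the Ensembl identifier of the files. Transcripts of the viral T antigen are not part of the mouse reference and were not analysed here.

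Cells were filtered with the study's limits: those with over 15% of UMIs from mitochondrial genes (334 cells), over 6000 genes (440) or under 200 genes (29) were left out, and 1 cell can fail more than 1 limit. Libraries held 985 to 3494 cells after this. A doublet caller (Scrublet, in scanpy 1.11.5) gave 0 cells a score over 0.5, so it did not work as a caller here, and no cells were left out by it apart from the upper limit on genes. As an alternative, the cells with the highest scores were left out at 0.8% per 1000 cells of a library. At most 5 barcodes were shared between any pair of libraries, and every pair of libraries of 1 temperature differed by more than counting noise (chi-square per degree of freedom 2.86 to 21.8), so no library was a copy of another.

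Phases were assigned with Seurat 5.3.0 (CellCycleScoring) on log-normalized counts of all kept cells together, with symbols of Seurat's original lists turned to mouse by letter case (42 of 43 S genes and 52 of 54 G2M genes were found). Neighbours were found with scikit-learn 1.9.0 on 30 principal components of 2000 variable genes after scaling each cell to 10000 counts and taking logs. Genes were centred and scaled first. Each library had equal weight, and neighbours were weighted by the inverse of their library's cell number. Library values (medians, phase shares) were compared with two-sided exact permutation tests in Python 3.11.15 over the 70 assignments of 8 libraries, with Benjamini-Hochberg adjustment over 3 measures or 3 phases.

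For tests of genes, raw counts were summed over the kept cells of each library, or over those assigned to G1, since cells are not replicates. Genes with a mean of at least 1 count per library were kept. edgeR 4.0.16 (R 4.3.3) was run with TMM factors, estimated dispersions, glmQLFit and glmQLFTest on a design with temperature alone, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.01 and a log2 fold change over 1.5 in size. Standard errors are those implied by the test, the fold change divided by the square root of F. CPM per library are counts per 1000000 counts of tested genes, with totals scaled by the TMM factors, while pooled CPM of rare markers use the plain totals of a temperature. The procedure was tested on simulated data with 200 genes changed by 2.5 on the log2 scale. The changed genes were taken from those with higher counts, all others were left unchanged, and genes were drawn independently. With the dispersions of all cells (15810 genes) it recovered 200 of 200 with 0 false calls. The same held for G1 cells (14626 genes). The simulation does not cover rare genes, changes near the limit of 1.5, or data in which most genes differ.

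The 9 hand-written lists (p53 targets, heat shock, cholesterol synthesis, serum response, dopaminergic markers, pan-neuronal, neural progenitor, glial and mesenchymal genes) and Seurat's S and G2M lists were tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01, adjusted over the 11 lists, and called at an adjusted p under 0.05. Genes were named by a fixed rule: those the study names for these conditions, the 5 largest rises and falls among called genes in all cells, the 3 in G1 cells, and up to 3 called members of a list. The named rises and falls needed at least 50 CPM in the higher group and no overlap between temperatures. Certain genes that this rule would name are not reported here and are left out of the counts over the study's named genes, while the list tests include all members. Malat1, Ptgds in G1 cells and list members given without a call were chosen after their values were seen. Intervals for pooled counts are 95% exact Poisson intervals, and the limit for a count of 0 is 3 counts.

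These choices, the lists, the naming rule and the alternatives were fixed before the data were examined, with these exceptions: thinning each cell to 5000 UMIs and naming Malat1 and the other genes listed above came after seeing the data. The tests of explanations in the closing part were set up later, as stated there. The alternatives were other scaling factors (RLE, upper quartile, totals only), other filters on low counts (filterByExpr, none), DESeq2 1.42.0, the replicate number as a block, no cell filter, no upper limit on genes, doublet scores, equal cells or equal totals per library, each library left out in turn, other phase assignments (updated list, scanpy's scoring, raw counts, per library, thinned to 2000 UMIs, a strict G1), other neighbour settings (10 or 50 components, 15 or 100 neighbours, no cell-cycle genes, G1 cells, thinned cells, SCTransform residuals), and for lists fry and an estimated correlation. Bulk RNA-seq and chromatin data of the same study were not used here.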

Results

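Single-cell transcriptomes of SN4741 cells were collected in 8 libraries, 4 from cultures kept at 37 °C (the permissive temperature) and 4 from cultures moved to 39 °C (the non-permissive temperature). SN4741 is a mouse neural precursor line made immortal with a heat-sensitive viral T antigen, and the move to 39 °C is the treatment meant to start differentiation. Per the labels, the 39 °C cultures also grew in 0.5% serum for 48 hours, against 10% serum at 37 °C, so every comparison covers temperature and serum together. The deposited matrices held 19125 cells and 228647754 unique molecular identifiers (UMIs, counts of captured transcript molecules). At 37 °C, replicates 1, 2, 3 and 4 held 31164680, 30215337, 33652656 and 29116884 UMIs in 2558, 1799, 1908 and 2730 cells. At 39 °C, replicates 1, 2, 3 and 4 held 22988911, 26681259, 28879724 and 25948303 UMIs in 1167, 2788, 2618 and 3557 cells. After filtering, 18351 cells were kept, 8550 at 37 °C and 9801 at 39 °C, with 17166686 to 29633818 UMIs per library. The mean number of kept cells per library was 2294, and leaving out cells above a mitochondrial share of 10% in place of 15% moved it most, to 1941.

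Depth and mitochondrial share were compared first, because a library is the unit of every later test. The median UMIs per cell were 12728 ± 2777 (SD, n = 4) at 37 °C and 10453 ± 4346 (SD, n = 4) at 39 °C, a difference of -2275 (two-sided exact permutation test over 70 assignments, p = 0.4, adjusted p = 0.4 over 3 measures). The median genes per cell were 3775 ± 471 (SD, n = 4) and 3314 ± 788 (SD, n = 4), a difference of -461 (exact permutation test, p = 0.343, adjusted p = 0.4). Without 39 °C replicate 1 the differences were -4345 UMIs and -828 genes, and without 39 °C replicate 4 they were -1016 and -212, so the direction held and the size depended on single libraries. The median mitochondrial share was 7.65% ± 0.161 (SD, n = 4) at 37 °C and 8.34% ± 0.355 (SD, n = 4) at 39 °C (difference 0.693 percentage points, exact permutation p = 0.0286, adjusted p = 0.0857). All 4 libraries at 39 °C lay above all 4 at 37 °C, and 0.0286 is the smallest p this test can give. Leaving out 39 °C replicate 4 moved this difference most, to 0.523.

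Whether cells group by growth temperature was measured as the share of a cell's 30 nearest neighbours from other libraries that came from its own temperature. This share was 87.8%, where complete mixing would give 42.9%. Of the 35 ways to split the 8 libraries into 4 and 4, the real split gave the highest value and the next gave 51.1% (one-sided exact test over splits, p = 0.0286, the smallest these splits can give). The largest move came from restricting the measure to cells assigned to G1, which gave 82.3%. In a principal component analysis of the library sums over 7073 genes, the first component held 94.5% of the variance and separated the temperatures, and the second held 2.23%. The labels give no batch. Within each temperature the second component ordered the libraries by their number of kept cells, from -3.27 (1653 cells) to 2.65 (2675 cells) at 37 °C and from -8.69 (985 cells) to 4.36 (3494 cells) at 39 °C.

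The cell-cycle comparison asked whether the shift moved cells out of division. The share of cells assigned to G1 was 20.9% ± 3.12 (SD, n = 4) at 37 °C and 80.8% ± 1.54 (SD, n = 4) at 39 °C, a difference of 59.9 percentage points. The share in S was 44.6% ± 2.19 (SD, n = 4) and 15.03% ± 0.771 (SD, n = 4), a difference of -29.6 points. The share in G2M was 34.5% ± 1.24 (SD, n = 4) and 4.12% ± 0.975 (SD, n = 4), a difference of -30.3 points. In each phase the libraries of the temperatures did not overlap (two-sided exact permutation tests, p = 0.0286 each, adjusted p = 0.0286 over 3 phases). Scoring each library by itself, which centres the scores within a library, moved the differences most: the G1 shares became 34.2% and 55.5%, a difference of 21.3 points. With every cell thinned to 2000 UMIs, and 119 cells at 37 °C and 310 at 39 °C left out as shallower, the G1 shares were 22.8% and 74.0%.

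**Figure D1:**
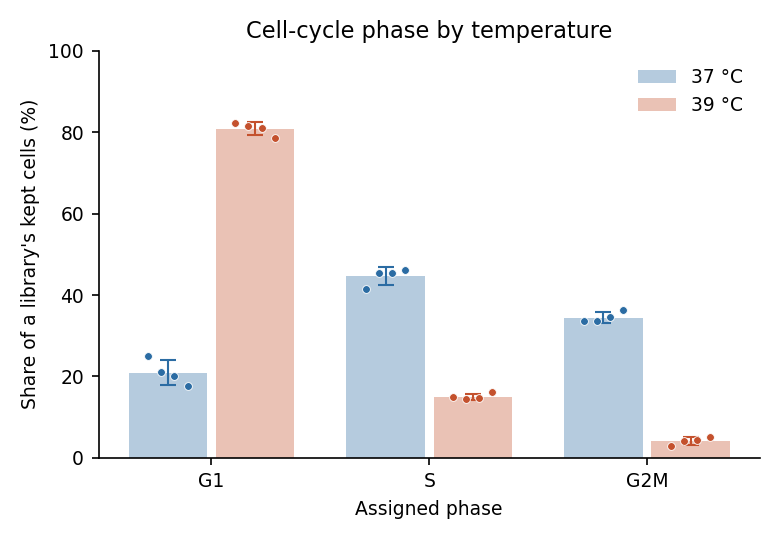
Share of kept cells (percent) assigned to G1, S and G2M in each library (points), with the group mean (bars, from 0) and SD (error bars, n = 4) at 37 °C and 39 °C. The G1 share runs from 17.5% to 25.0% at 37 °C and from 78.7% to 82.2% at 39 °C.

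To find the genes that differ between temperatures, UMIs of all kept cells were summed per library and tested with edgeR's quasi-likelihood test. Of 15810 genes tested, 921 were called at an adjusted p under 0.01 and a log2 fold change over 1.5 in size, 349 higher and 572 lower at 39 °C. At an adjusted p under 0.05 with no limit on size, 9803 genes passed. In 892 of the 921 called genes all 4 libraries of one temperature lay above all 4 of the other. The same held for 56.7% of all tested genes, where chance gives 2.86%. The largest move of the count came from the filterByExpr filter on low counts, which left 12765 genes for testing and 696 called.

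By the naming rule, the largest rises were those of Enpp2, Ckmt1, Tnfrsf23, Hist1h2bc and Hmga2. Enpp2 (ENSMUSG00000022425, chromosome 15, 54838901 to 54952892, GRCm38) rose from 8.82 ± 1.49 to 71.9 ± 4.38 CPM (counts per 1000000 counts of the library, with totals scaled by TMM factors; SD, n = 4), a log2 fold change of 3.03 ± 0.081 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.14e-16). The log2 fold changes of Ckmt1 (ENSMUSG00000000308), Tnfrsf23 (ENSMUSG00000037613), Hist1h2bc (ENSMUSG00000018102) and Hmga2 (ENSMUSG00000056758) were 2.42, 2.36, 2.11 and 2.09. Hist1h2bc belongs to a family of near-identical histone genes that can share reads, so its value is uncertain. The largest falls were those of Ccnb2, Cdca3, Cenpf, Kif20a and Pclaf. Ccnb2 (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547, GRCm38) went from 77.4 ± 6.63 to 4.31 ± 0.547 CPM (SD, n = 4), a log2 fold change of -4.19 ± 0.082 (SE; edgeR quasi-likelihood test, adjusted p = 4.87e-18). Those of Cdca3 (ENSMUSG00000023505), Cenpf (ENSMUSG00000026605), Kif20a (ENSMUSG00000003779) and Pclaf (ENSMUSG00000040204) were -4.15, -3.96, -3.85 and -3.84.

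**Figure D2:**
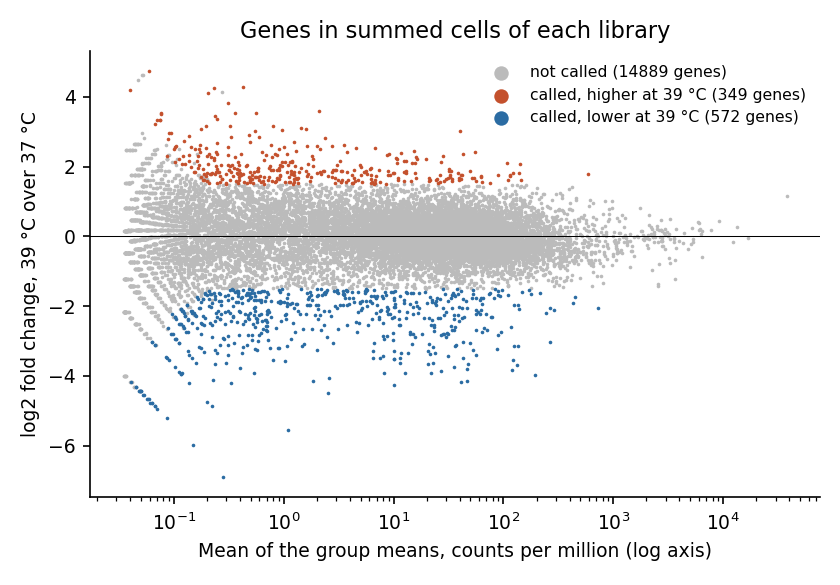
Log2 fold change of 39 °C over 37 °C against the mean CPM (log axis) of the 15810 tested genes in summed cells, each point a gene, coloured by whether it was called. The 349 called rises lie above 1.5 and the 572 called falls below -1.5.

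The genes that the study names for these libraries were compared next. The study reported them from these same samples, so a count adjusted over such a list alone is not independent evidence. Mki67, a proliferation marker (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), was at 248 ± 16.7 CPM at 37 °C and 19.2 ± 2.02 CPM at 39 °C (SD, n = 4). Its log2 fold change was -3.68 ± 0.070 (SE; edgeR quasi-likelihood test, adjusted p = 4.55e-18). Nes, a neural stem cell marker (ENSMUSG00000004891, chromosome 3, 87971078 to 87980451), went from 467 ± 54.2 to 108 ± 6.36 CPM (SD, n = 4), a log2 fold change of -2.11 ± 0.071 (SE; edgeR, adjusted p = 5.80e-15). All 5 genes reported here from those named as higher at 39 °C were higher, with all 4 libraries of one temperature above all 4 of the other in each. They had log2 fold changes from 1.40 to 2.09, and 5 of 5 had an adjusted p under 0.05 over all genes and 5 of 5 adjusted over the list alone. Celf5 (ENSMUSG00000034818, chromosome 10, 81459227 to 81482709) rose from 52.6 ± 4.20 to 177 ± 7.52 CPM (SD, n = 4), a log2 fold change of 1.75 ± 0.056 (SE; edgeR, adjusted p = 2.92e-15). Irx3 (ENSMUSG00000031734), Cdh13 (ENSMUSG00000031841) and Id2 (ENSMUSG00000020644) had log2 fold changes of 1.81, 1.48 and 1.40. Of the 5 genes, 3 passed the limit of 1.5 in size. Cdh13 and Id2 did not, and Cdh13 crossed it with library totals as the only scaling, at 1.51.

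**Figure D3:**
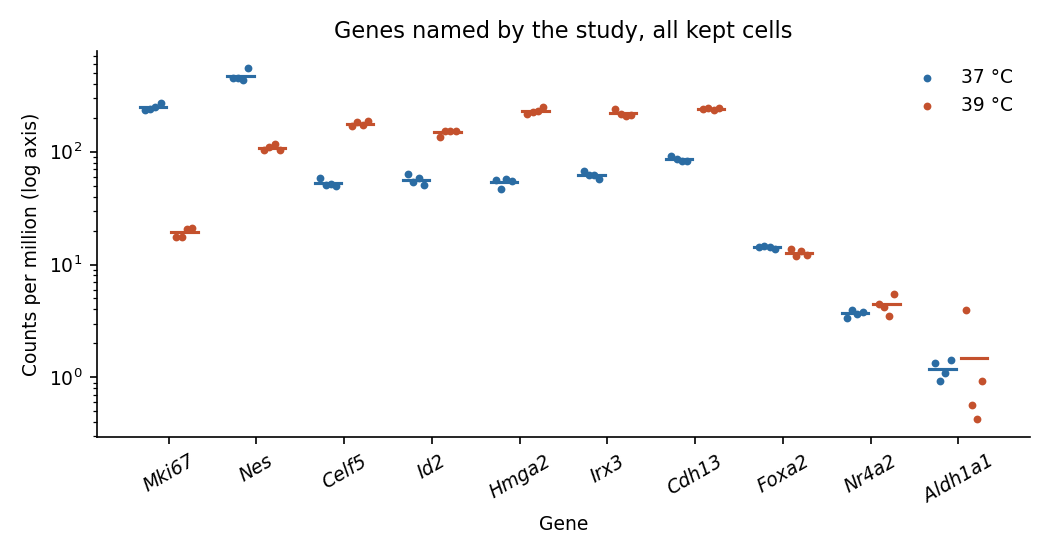
CPM (log axis) of 10 genes named by the study in each library (points), with the group mean (lines), at 37 °C and 39 °C. The mean of Mki67 falls from 248 to 19.2 CPM, and Aldh1a1 shows 1 library at 39 °C, at 3.97 CPM, above all others.

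The study also names markers of immature neurons, oligodendrocytes and pluripotent stem cells from bulk RNA-seq of the same line. Of 7 immature neuron markers reported here, 4 had an adjusted p under 0.05, all of them higher at 39 °C, and 4 had one adjusted over the list alone. Celf5 and Cacna1b (ENSMUSG00000004113) were called, Cacna1b with a log2 fold change of 1.89 ± 0.137 (SE; edgeR, adjusted p = 4.41e-10). Dpysl5 (ENSMUSG00000029168) and Nova2 (ENSMUSG00000030411) rose by 1.24 and 1.38 on the log2 scale without passing the size limit. The other 3, Unc13a, Tmem179 and Cntn2, lay below 0.4 CPM at both temperatures. Unc13a and Tmem179 showed no difference at this depth. Cntn2 had 3 UMIs at 37 °C, all in replicate 1, and its log2 fold change was 1.45 (edgeR, adjusted p = 0.197, from 0.0149 to 0.551 over the alternatives). The lowest adjusted p came without that library, which left 0 UMIs at 37 °C and so no finite fold change. Among 4 oligodendrocyte markers, Il33 (ENSMUSG00000024810) rose from 4.71 ± 0.993 to 25.8 ± 3.44 CPM (SD, n = 4), a log2 fold change of 2.45 ± 0.115 (SE; edgeR, adjusted p = 7.48e-13). Hdac11 (ENSMUSG00000034245) rose by 1.23. Olig3, with 12 UMIs in all libraries, had log2 fold changes of 1.08 to 2.35 over the alternatives. None had an adjusted p under 0.05 (edgeR, from 0.0870 to 0.348 over the alternatives), so its difference stayed undecided at this depth. Ptgds had a log2 fold change of -0.44 (edgeR, adjusted p = 0.221, from 0.0111 without 37 °C replicate 4, at -0.72, to 0.623 without 37 °C replicate 3, at -0.19). In G1 cells that of Ptgds was -1.20 (edgeR, adjusted p = 0.0433, from 9.18e-04 to 0.565 over the alternatives), and -0.42 without 37 °C replicate 3 (adjusted p = 0.565). On the list alone, 2 of the 4 had an adjusted p under 0.05. All 4 pluripotency markers were called lower: Ccna2 (ENSMUSG00000027715), Cdc6 (ENSMUSG00000017499), Cenpf and Gins1 (ENSMUSG00000027454). Their log2 fold changes were -3.80, -2.80, -3.96 and -1.82, and 4 of 4 had an adjusted p under 0.05 over the list alone. Cdc6 is on Seurat's S list and Cenpf on its G2M list, so their falls in all cells cannot be told apart from the shift in phases. In G1 cells 3 of the 4 markers were called lower, with a median log2 fold change of -1.74 against -3.30 in all cells.

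Because the phases differ so much between temperatures, the comparison was repeated on cells assigned to G1 alone. The 37 °C sums then held 4619023 to 6487820 UMIs of tested genes per library and the 39 °C sums 14297165 to 23053975. Of 14626 genes tested, 345 were called, 131 higher and 214 lower at 39 °C (edgeR quasi-likelihood test, same thresholds). Groups did not overlap in 323 of the 345 called genes and in 42.6% of all tested genes, where chance gives 2.86%. The filterByExpr filter moved the count most, to 229 of 11653 genes. Atg9b, Ckmt1 and Tnfrsf23 had the largest rises by the naming rule, with log2 fold changes of 1.93, 1.86 and 1.79. Atg9b (ENSMUSG00000038295, chromosome 5, 24384181 to 24392143) rose from 19.97 ± 3.54 to 77.0 ± 7.004 CPM in G1 cells (SD, n = 4; SE of the log2 fold change 0.092, edgeR adjusted p = 1.33e-13). Tagln, Acta2 and Phgdh had the largest falls. Tagln (ENSMUSG00000032085, chromosome 9, 45929619 to 45936058) went from 140 ± 32.7 to 10.8 ± 3.19 CPM (SD, n = 4), a log2 fold change of -3.65 ± 0.148 (SE; edgeR, adjusted p = 9.27e-15). Acta2 (ENSMUSG00000035783) and Phgdh (ENSMUSG00000053398) changed by -3.61 and -2.71. Among the same 5 genes named as higher at 39 °C, all 5 were higher within G1 cells, with log2 fold changes from 1.14 to 1.74, and Hmga2 was the 1 gene past the size limit.

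Gene lists were tested with camera, a competitive test that ranks a list against all other genes, with an inter-gene correlation preset to 0.01 and adjustment over 11 lists. In all cells 6 of the 11 lists were called at an adjusted p under 0.05. Seurat's S and G2M lists were lower at 39 °C, with median log2 fold changes of -1.48 (adjusted p = 2.61e-26) and -2.33 (adjusted p = 1.04e-28), and 42 of 42 and 49 of 52 tested members lower. The list of p53 targets was higher, with a median of 0.68 (adjusted p = 3.32e-12) and 25 of 25 members higher, 24 of them with an adjusted p under 0.05 by edgeR, over all genes and over the list alone. Its members changed by 0.06 to 1.20, so none passed the size limit for a called gene. The cholesterol synthesis list was lower, with a median of -0.68 (adjusted p = 2.27e-08) and 22 of 23 members lower. The mesenchymal list was lower, with a median of -0.49 (adjusted p = 0.00695) and 11 of 16 members lower, led by Col3a1 (ENSMUSG00000026043, -3.48), Loxl1 (ENSMUSG00000032334, -2.74) and Col1a2 (ENSMUSG00000029661, -1.90). The serum response list was lower, with a median of -0.70 (adjusted p = 0.0123) and 16 of 24 members lower, led by Myl9 (ENSMUSG00000067818, -3.34), Tagln (-3.26) and Acta2 (-3.14).

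The other 5 lists were not called in all cells: heat shock (median -0.24, adjusted p = 0.0737), neural progenitor (0.47, adjusted p = 0.521), pan-neuronal (0.17, adjusted p = 0.614), dopaminergic markers (-0.04, adjusted p = 0.751) and glial (-0.03, adjusted p = 0.894). Camera ranked the pan-neuronal list as lower although its median was above 0, with 8 of 14 members higher. Of its members with an adjusted p under 0.05 by edgeR, 2 were higher and 5 lower. With fry, a self-contained test, all 6 called lists were called and heat shock, neural progenitor and pan-neuronal were too, 9 lists in all. Fry gave heat shock and pan-neuronal as lower and neural progenitor as higher. With the inter-gene correlation estimated from the 8 libraries, 0 of 11 lists were called after adjustment, although the p53 list (unadjusted p = 0.0210) and both cell-cycle lists (unadjusted p = 0.0135 each) were under 0.05 before it. This estimate was the alternative that moved the count most.

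In G1 cells 7 lists were called. The p53 list was again higher, with a median log2 fold change of 0.62 (adjusted p = 5.31e-16) and 25 of 25 members higher. The mesenchymal (-0.73, adjusted p = 4.15e-07), cholesterol synthesis (-0.51, adjusted p = 3.40e-07), serum response (-0.44, adjusted p = 8.27e-05), S (-0.44, adjusted p = 4.08e-08) and G2M (-0.31, adjusted p = 2.54e-04) lists were lower. Heat shock was also called lower (median -0.07, adjusted p = 0.0289), a call lost without 37 °C replicate 3 (adjusted p = 0.0694, from 0.00102 to 0.276 over all alternatives). The dopaminergic, glial, neural progenitor and pan-neuronal lists had adjusted p of 0.850, 0.850, 0.850 and 0.848. Under fry all 7 held and the pan-neuronal list was added, as lower. With an estimated correlation 4 lists were called: p53, mesenchymal, cholesterol synthesis and S (adjusted p = 0.0427 each).

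**Figure D4:**
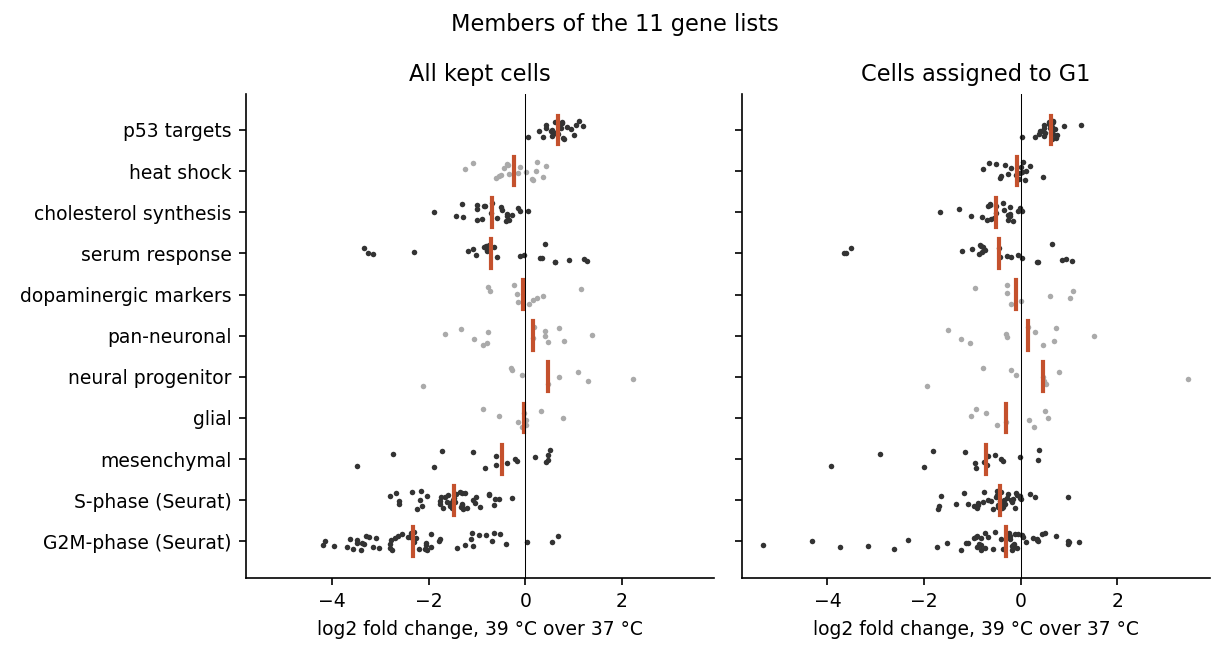
Log2 fold change of 39 °C over 37 °C of each tested member (points, dark where camera called the list at an adjusted p under 0.05) of 11 gene lists, with the list median (vertical line), in all kept cells and in cells assigned to G1. The median of the p53 list is 0.68 in all cells and 0.62 in G1 cells, while that of the G2M list is -2.33 and -0.31.

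Whether the cells express markers of dopaminergic neurons was asked with 7 genes that the study names. All libraries together held 113220605 UMIs at 37 °C and 97313978 at 39 °C, so 3 counts, the limit that a count of 0 allows, correspond to 0.0265 and 0.0308 CPM. Intervals and limits cover counting error only. Th (ENSMUSG00000000214, chromosome 7, 142892752 to 142931128) had 3 UMIs at 37 °C, a pooled 0.0265 CPM (95% exact Poisson interval 0.00546 to 0.0774), and 4 at 39 °C, 0.0411 CPM (0.0112 to 0.105). Pitx3 (ENSMUSG00000025229) had 2 UMIs at each temperature, Slc6a3 (ENSMUSG00000021609) had 1, and Lmx1b (ENSMUSG00000038765) had 4, so no difference was detectable at this depth in any of them.

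The other 3 markers were measured in every library. Foxa2 (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969) was at 14.2 ± 0.437 and 12.8 ± 0.856 CPM (SD, n = 4), a log2 fold change of -0.16 ± 0.063 (SE; edgeR quasi-likelihood test, adjusted p = 0.0391, from 0.0125 to 0.125 over the alternatives). Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) was at 3.71 ± 0.269 and 4.43 ± 0.813 CPM (SD, n = 4), a log2 fold change of 0.25 ± 0.124 (SE; edgeR, adjusted p = 0.0913, from 0.0152 without 39 °C replicate 3, at 0.36, to 0.448 without 39 °C replicate 4, at 0.11). Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465) was at 1.20 ± 0.232 and 1.47 ± 1.68 CPM (SD, n = 4), a log2 fold change of 0.07 ± 0.461 (SE; edgeR, adjusted p = 0.904). 1 library decided the last value: without 39 °C replicate 1 the log2 fold change was -0.93 (edgeR, adjusted p = 0.00354, from 0.00354 to 0.978 over the alternatives). Of the 4 markers with enough counts to test, 0 were called, 1 had an unadjusted p under 0.05, 1 had an adjusted p under 0.05 over all genes, and 0 had one adjusted over the list alone. In G1 cells Nr4a2 was at 2.01 ± 0.346 and 4.09 ± 0.633 CPM (SD, n = 4), a log2 fold change of 1.03 ± 0.226 (SE; edgeR, adjusted p = 6.36e-04 over all genes and 4.58e-04 adjusted over the list alone). It rested on 10 or 11 UMIs in each 37 °C library, and no library of one temperature overlapped with the other. Of all 19 listed dopaminergic markers, 10 were tested, 5 of them higher and 5 lower at 39 °C, with 0 called. Beside Foxa2, those with an adjusted p under 0.05 were Ret (ENSMUSG00000030110), at 1.16 ± 0.265 (SE; edgeR, adjusted p = 8.13e-04, from 1.80e-04 to 0.0255 over the alternatives), and Gch1 (ENSMUSG00000037580), at -0.77 ± 0.174 (SE; edgeR, adjusted p = 7.27e-04, from 7.93e-06 to 0.00575). En1 (ENSMUSG00000058665) was at a pooled 9.59 and 8.69 CPM and Sox6 (ENSMUSG00000051910) at 6.23 and 5.35 CPM. Lmx1a, Kcnj6, Drd2, Otx2 and Foxa1 had no UMI at either temperature. The genes in the last 3 sentences were named after their values were seen.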

Values the study reported

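The study reported single-cell transcriptomes of at least 17,000 cells in 4 replicates at each temperature. From separate bulk RNA-seq libraries of the same line it reported 735 genes higher and 954 genes lower at the non-permissive temperature, at an adjusted p-value under 0.01 and a log2 fold change over 1.5 in size. In those bulk libraries Th had a log2 fold change of 1.552651, Nr4a2 of −1.042794 and Foxa2 of −0.4142541 at 39°C.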

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

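The test of how Aldh1a1 UMIs were spread over cells was written before its outcome was known, and no test in this part was chosen only after its result was seen. In 154 groups of 4 libraries, the gap between the highest or lowest library and its nearest neighbour was divided by the whole range of the group. This ratio passed the 5% limit of Dixon's test in 7 groups (4.55%), and chance alone gives about 1 in 20, so the number of such groups is what chance gives. No explanation was tested for any of them except Aldh1a1, and the design gives no biological explanation for a single replicate.

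Of the 7 groups, 3 concern 39 °C replicate 1, the library with the fewest kept cells (985) and the highest median UMIs per cell (16665). Its share of cells over 6000 genes was 11.9%, against 0% to 0.764% in the other 39 °C libraries (ratio 0.936). In the same library Id2 was at 135 CPM against 152 to 153 CPM (ratio 0.940). Without this library the log2 fold change of Id2 was 1.43. Why it has fewer and deeper cells was not tested.

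Aldh1a1 was at 3.97 CPM in 39 °C replicate 1, against 0.425 to 0.925 CPM in the other 39 °C libraries (ratio 0.859). In that library 7 of 985 cells held all 70 UMIs of the gene, 1 cell held 62 of them, and the 5 cells with the most held 97.1%. In the other 7 libraries the top 5 cells held 30.8% to 58.3%. The values fit a few cells with many copies, likely 1 cell of a different state or kind. Whether that cell belonged to the culture or was carried over from another sample was not tested.

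The median mitochondrial share of 37 °C replicate 3 was 7.89%, against 7.55% to 7.58% in the other 37 °C libraries (ratio 0.914). Without it the difference between temperatures was 0.773 percentage points.

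Among genes of low count, Cntn2 had 3 UMIs in 37 °C replicate 1 (0.103 CPM) and 0 in the other 37 °C libraries (ratio 1). Olig3 was at 0.189 CPM in 39 °C replicate 2, from 5 UMIs, against 0.0354 to 0.0567 CPM, from 1 UMI each (ratio 0.861). Whether sampling of molecules accounts for this was not tested. In G1 cells, Ccnb2 was at 22.99 CPM in 37 °C replicate 1, against 38.3 to 38.7 CPM (ratio 0.976), and the log2 fold change of Ccnb2 in G1 cells without that library was -5.35.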

How the results depend on the processing

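The thinning to 5000 UMIs was the 1 alternative chosen only after the results were seen. All others were set in advance.

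The differences in phase shares kept their direction and stayed at the smallest p the permutation test can give in all alternatives except the pairing below. The G1 difference ranged from 21.3 points (each library scored by itself) to 61.4, and from 58.8 to 61.4 with each library left out in turn. It was 51.1 with cells thinned to 2000 UMIs and 60.1 at 5000 UMIs, where 668 cells at 37 °C and 1668 at 39 °C were too shallow to use. Scoring by library lowers the difference by construction, since it centres each library's scores. The share of neighbours of the same temperature ranged from 82.3% to 88.5%. The difference in median mitochondrial share stayed positive but lost its p under 0.05 when certain libraries were left out, with 35 assignments of 7 libraries. It ranged from 0.523 to 0.794 points, and the p was 0.0571 without 37 °C replicate 1, 2 or 4 or without 39 °C replicate 4.

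Replicate numbers do not pair the libraries: the correlations of deviations from the group means between libraries with the same number were -0.127, -0.122, -0.106 and 0.308 over 7073 genes. With the replicate number as a block (paired differences, exact sign-flip permutation test over 16 flips), the differences were 59.9 points for G1, -29.6 for S, -30.3 for G2M and 0.693 for the mitochondrial share, all at p = 0.125, the smallest this paired test can give. For genes the replicate block gave 878 called genes in all cells and 325 in G1 cells, and it left 6 and 7 lists called. With the block, 864 of the 921 calls in all cells and 315 of the 345 in G1 cells were kept. Among the 67 results of named genes it changed 1 call, that of Elavl2 in G1 cells (log2 fold change 1.48 with the block).

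In all cells the count of called genes ranged from 696 to 963 over the alternatives, 837 with DESeq2, and from 863 to 957 with each library left out, against 921 in the main setting. No scaling moved the share of rises among calls (37.9%) by more than 10 percentage points, and the median log2 fold change of all genes stayed between 0.00 and 0.05 under the scaling alternatives. In G1 cells the count was 345 and ranged from 229 with filterByExpr to 416 with phases from thinned cells. It was 314 with DESeq2, 253 with a strict definition of G1, and from 263 to 352 with each library left out. The filterByExpr filter tested 11653 in place of 14626 genes, and 223 of its 229 called genes were called in the main setting.

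For lists the estimated correlation mattered most. In all cells it left 0 of 6 calls: the adjusted p became 0.0771 for p53 targets, 0.0745 for the S and the G2M list, 0.157 for cholesterol synthesis, 0.161 for mesenchymal genes and 0.238 for serum response. In G1 cells it left 4 calls, and heat shock (0.276), serum response (0.114) and the G2M list (0.165) were no longer called. A correlation above 0.01 widens the test by construction, and the estimates themselves were not listed here. With fry, heat shock (1.50e-04), neural progenitor (0.00607) and pan-neuronal genes (5.88e-04) were called in all cells and pan-neuronal genes (0.00249) in G1 cells, while the neural progenitor list changed direction in G1 cells without being called (0.656). Leaving out libraries reversed the rank of uncalled lists: glial in all cells (0.787 to 0.961, reversed without 37 °C replicate 4 at 0.871), glial in G1 cells (0.613 to 0.985, reversed without 37 °C replicate 3 at 0.985 or 39 °C replicate 4 at 0.944) and dopaminergic in G1 cells (0.684 to 0.989, reversed without 39 °C replicate 2 at 0.989 or replicate 3 at 0.974). The glial list in G1 cells also reversed with filterByExpr (0.903). The heat shock list in G1 cells ranged from 0.0120 to 0.0694 and lost its call without 37 °C replicate 3. The cause was not tested for these changes, other than where stated.

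Of 1367 values of 67 results of named genes under alternatives, 1321 kept their direction and side of the thresholds, 34 lost the call, 4 gained it and 8 reversed. The reversed ones were all uncalled. The log2 fold change of Aldh1a1 ranged from -0.93 to 0.41 with libraries left out, reversing without 39 °C replicate 1 (-0.93) and without 37 °C replicate 2 (-0.02). That of Lmx1b, from 8 UMIs, ranged from -0.24 to 0.56 and reversed without 37 °C replicate 1 (-0.24) or 2 (-0.17). That of Unc13a ranged from -0.21 to 0.13 and reversed without 37 °C replicate 3 (0.13) or 4 (0.0157). Unc13a reversed with equal cells per library (0.0103) and Tmem179 with equal totals (-0.18). Calls were lost in G1 cells for Cdc6, Elavl2, Mcm5, Uchl1 and Ung, whose main values lie between 1.51 and 1.71 in size, and gained in all cells for Cdh13 (up to 1.51, with library totals only) and for Nova2 without 37 °C replicate 1 (1.60). Depth allows no comparison between temperatures for genes with under 10 UMIs in all 8 libraries together, among them Th, Pitx3, Slc6a3 and Lmx1b.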

Other observations

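The tests of phase makeup for the gene count and the p53 list, those of heat shock, lipid shortage and depth, and the counts of splits for called genes and single lists were chosen only after the results were seen. The tests of S-assigned cells, collagen, chromosomes and Malat1, and the counts of splits for the number of called lists, were written before theirs were known.

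Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many called genes in all cells, and only 1 did in G1 cells. Every other split gave 0 called genes. Genes at an unadjusted p under 0.05 numbered 74 to 1272 in all cells (10273 in the real split). In G1 cells they numbered 89 to 1072 (7468 in the real split). The other splits mixed the temperatures on each side, so the difference between temperatures entered the spread within a side. In all cells the component that separated the temperatures held 94.5% of the variance of library sums. Mixed splits could therefore hardly give a called gene, and their 0 calls do not measure what chance alone gives. The number of called lists was less specific: 3 of the 35 splits gave at least 6 in all cells and 3 gave at least 7 in G1 cells. The 16 splits that keep 3 libraries of a temperature together gave 4 to 6 lists in all cells and 4 to 7 in G1 cells. The 18 splits with 2 libraries of each temperature on both sides gave at most 0 and 2. For single lists in all cells, the number of splits with as small a camera p was 1 for p53 targets, cholesterol synthesis, the S list and the G2M list, and 2 for mesenchymal and serum response genes. In G1 cells it was 1 for p53 targets, mesenchymal genes and the S list, 2 for serum response and the G2M list, 3 for cholesterol synthesis and 6 for heat shock. The heat shock call in G1 cells is thus not specific to the real split. The list was called in 6 splits, 1 of them among the 18 with 2 libraries of each temperature on both sides. The cholesterol synthesis list in G1 cells was called in 19 splits, 2 of them among those 18. Splits that keep 3 libraries of a temperature together retain part of the contrast. The counts therefore cannot decide whether either of these calls in G1 cells is chance.

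In cells assigned to G1, 345 genes were called. The assignment did not hold the cell cycle fully fixed: Mki67 (-3.74), Ccnb2 (-5.33) and Cdca3 (-4.31) fell in G1 cells as well, and 8 genes of the G2M list and 3 of the S list were among those called, so part of the 345 may be cycling differences that remain. Still, the restriction took the median log2 fold change of the S list from -1.48 to -0.44 and of the G2M list from -2.33 to -0.31, while that of the p53 list went from 0.68 to 0.62. The S and G2M lists define the phases, so their smaller falls follow in part from the selection. The 345 calls and the p53 value argue against the assigned phases as the whole cause. They do not exclude cycling differences within G1 cells. A heat shock response at the time of sampling argues for a rise of the heat shock list. Its median log2 fold change was -0.24, with 11 of 18 members lower and 7 higher, and the highest member at 0.43. Members with an adjusted p under 0.05 by edgeR went both ways, 4 higher and 11 lower, and camera did not call the list. The list thus showed no general rise, but a response limited to some members is not excluded. A difference in UMIs per cell does not account for the G1 shares, since thinning each cell to 5000 UMIs left a difference of 60.1 percentage points. Temperature and serum changed together, so their effects were not tested apart.

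The p53 target list was higher in cells of each phase: the median log2 fold change was 0.62 in G1 cells, 0.57 in S cells and 0.56 in G2M cells, with 25 of 25, 24 of 25 and 25 of 25 members higher. These values within assigned phases argue against the makeup of assigned phases as the whole cause. Phases were assigned from the S and G2M lists, and Mki67 still fell in G1 cells (-3.74). Cycling differences within a phase are therefore not excluded. A candidate explanation is loss of the T antigen at 39 °C, which binds p53 in such lines. The change of serum or of temperature might act in the same way, and the design has no arm that separates them.

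Genes of cholesterol synthesis are usually raised when cells lack lipids, as they might with 0.5% serum. Their median log2 fold change was -0.68, which is the opposite of what lipid shortage gives. This median is also the value to be explained, so the comparison is not an independent test of lipid shortage. The list was also lower in G1 cells (-0.51), so the assigned phases are not its only source, and no other biological explanation was tested. In the serum response list, the immediate-early genes Fos, Junb and Egr1 had log2 fold changes of 1.28, 1.21 and 0.62, while Myl9, Tagln and Acta2 had -3.34, -3.26 and -3.14. The first 3 were chosen after their values were seen. The list median (-0.70) covers both directions.

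Cells assigned to S at 39 °C may in part be noise around a score of 0. In such cells the S list was lower at 39 °C than at 37 °C, with a median log2 fold change of -0.52, just past the limit of 0.5 in size set in advance, and 41 of 42 members lower. The median S score of cells assigned to S was 0.0842 to 0.107 in the 39 °C libraries and 0.219 to 0.256 at 37 °C, and Mki67 in these cells was lower by a log2 fold change of -1.73. A slower or partial S phase at 39 °C would look similar and was not tested.

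Transcripts of mesenchymal genes were abundant in this neural line: Col1a1 was at 1027 CPM at 37 °C and 575 CPM at 39 °C. Whether they come from most cells or from a minority of another type cannot be told apart here, because free RNA in the droplets was not measured. With each cell thinned to 2000 UMIs, 75.8% to 79.1% of cells at 37 °C and 56.5% to 58.7% at 39 °C held a Col1a1 UMI, where an even level in all cells would give 84.0% to 86.4% and 64.2% to 66.9%. Without thinning the shares were 95.9% to 98.4% and 79.9% to 92.6%. Thinned shares at 37 °C and 39 °C differed widely between genes. They were 98.4% to 99.1% and 91.9% to 93.8% for Sparc, and 99.7% to 99.9% and 99.0% to 99.3% for Vim. For Col1a2 they were 60.4% to 64.6% and 23.1% to 25.3%. Free RNA adds to such shares, and no cell type that should lack the gene was at hand.

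Gain or loss of a whole chromosome in most cells of 1 temperature was excluded. Over 8358 genes, the autosome whose median log2 fold change lay farthest from that of all genes was chromosome 12, at 0.094. Within temperatures no library deviated by more than 0.0127 on chromosome 12, so this shift is larger than the spread between libraries. A change in a minority of cells is not excluded, and neither are changes shared by all 8 libraries. The cause of the shift was not tested.

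Malat1, a nuclear long noncoding RNA (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672), was named after its values were seen. It went from 23568 ± 2880 to 52031 ± 6324 CPM (SD, n = 4), a log2 fold change of 1.14, and took 1.98% to 2.64% of UMIs at 37 °C and 4.76% to 6.30% at 39 °C. Within G1 cells the log2 fold change was 0.79, which argues against the makeup of assigned phases as its whole cause. Among 3486 cells at 37 °C and 2137 at 39 °C with over 10000 UMIs and under 8% mitochondrial UMIs it was 1.31, which argues against shallow or leaky cells. A biological change in the ratio of nuclear to cytoplasmic RNA stays possible and was not tested.

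In G1 cells Nr4a2 was higher at 39 °C by a log2 fold change of 1.03, against 0.25 in all cells (0.11 to 0.36 with a library left out). The values in cells assigned to S and G2M were 0.45 and 0.64, with adjusted p of 0.0869 and 0.234 by edgeR. Whether the effect differs between phases was not tested.

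In all cells 349 genes were called higher and 572 lower at 39 °C. Both are lower than the values quoted from the study above. The log2 fold change of Nr4a2 in all cells was 0.25 ± 0.124 (SE; edgeR, adjusted p = 0.0913), so its sign was not settled. The estimate is opposite in sign to the value quoted from the study above. By RT-qPCR and in these single cells, the study described Nr4a2 as similar at both temperatures. The log2 fold change of Foxa2 was -0.16. That is smaller in size than the value quoted from the study above. The quoted values come from separate bulk libraries, so the assay differs. The study does not state whether the cultures differ too.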
